A study of Homo sapiens with 27 samples. Its data were reported in "CPSF1 inhibition promotes widespread use of intergenic polyadenylation sites and impairs glycolysis in prostate cancer cells" (2025).

How the data were processed

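Poly(A)-ClickSeq (PAC-seq), a sequencing method that reads the junction between a transcript and its poly(A) tail, was applied to 27 libraries from 3 human prostate cancer cell lines. LNCaP is a hormone-sensitive line, LNCaP95 is a derivative of LNCaP that grows without androgen, and 22Rv1 is a hormone-insensitive line. Each line carried a control shRNA (CTRL sh) or either of 2 shRNAs against CPSF1 (CPSF1 sh1 and CPSF1 sh2), with 3 libraries per group. CPSF1 encodes a subunit of the cleavage and polyadenylation specificity factor. Groups and replicate numbers were taken from the sample titles, and every column of the tables was matched to its sample by that title, with 0 columns left over.

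The authors deposited raw read counts per gene in 4 tables, 1 for each kind of region, with replicates kept separate and no normalization. In their processing, reads were quality filtered, freed of their poly(A) stretch with the DPAC pipeline and mapped to the hg19 genome with Hisat2. Reads were then counted with featureCounts on the strand of the gene by the position of their 3′-most base. The regions came from protein-coding genes of the Ensembl GRCh37 annotation. They were 3′ UTRs extended by 300 bases, introns, coding exons (CDS), and the 10 kb beyond the end of each gene with exons of the same strand removed. The tables held 19540 genes for 3′ UTRs, 20216 for introns, 20268 for CDS and 20266 for the 10 kb regions. The way the counts were made limits them in 3 ways. A read counts as a poly(A) site wherever its last base falls, so internal priming at A-rich sequence can enter the intron and 10 kb counts. The DPAC step that removes A-rich sites acts on its own site list, and whether it acted on these tables is not stated. A 10 kb region can also overlap the 10 kb region or an unannotated end of a neighbouring gene on the same strand.

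Differential usage was tested on the counts as deposited with the quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with 3 control against 6 knockdown libraries in each cell line, after the test and grouping in the study's methods. Each table was scaled by its own library sizes and TMM factors. Genes with a mean above 2 CPM (read counts scaled to a common library size by edgeR) over the 9 libraries of a line were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Because each table was scaled to its own total, a fold change in the 10 kb table is relative to the other 10 kb regions. A rise shared by all of them is removed by this scaling. The share of reads in each region was therefore computed per library as a percentage of its reads over the 4 tables, and compared by a two-sided exact permutation test over the 84 ways to choose 3 of 9 libraries. The smallest p this test can give is 0.0119. These 12 tests were adjusted together.

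The PAC-score of a gene was the log2 fold change in a region minus the log2 fold change in its 3′ UTR. A change in the ratio of a region to the 3′ UTR was tested per gene with edgeR in a model with library, region and region-by-knockdown terms. The change in all PAC-seq reads of a gene was fitted to its sum over the 4 tables. The study set PAC-scores against RNA-seq, which was not used here. Differences between lines were tested as line-by-knockdown terms over the 27 libraries. Each shRNA was also fitted alone against the 3 controls. Lists of 17 glycolysis genes and 14 polyadenylation factors, CPSF1 among them, were tested with camera in limma 3.58.1 at its preset correlation of 0.01, with 12 list tests adjusted together. The interest of the study in glycolysis came from the same knockdown lines, so counts adjusted over that list alone are not independent evidence. DESeq2 1.42.0 served as another count test. Positions and neighbouring genes were read with GenomicRanges 1.54.1 from the regions in the tables and from a Gencode annotation of the same genome build that is newer than the annotation used by the authors. Of the gene symbols in the tables, 88.9% were found in it.

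The genes named in the text were set by a rule. They were CPSF1, GPI, PFKM, ALDOA, PGK1, UGT2B17 and ALDH3A2 in the 3′ UTR and 10 kb tables, all named by the study, and the 5 genes with the highest and the 5 with the lowest mean log2 fold change over the lines in the 10 kb table. The latter were taken from the 513 genes with an adjusted p under 0.05 and a single direction in all 3 lines, the same sign with both shRNAs and a mean of at least 10 CPM in each line. A further gene set by the rule is not reported here. Where every control library held at most 3 reads, the fold is given as a lower bound against that floor of 3 reads. Intervals and floors cover counting error only, since PCR copies cannot be separated from independent molecules in these counts. The tests, the named genes, the lists and the alternatives were fixed before the data were examined, except where the text says otherwise.

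The models were tested on simulated counts drawn from the means and library sizes of the real tables, with 200 genes changed by 4-fold, of which those that passed the filter counted. Of the changed genes, 99.5% were recovered among 10919 genes in the 3′ UTR table, 93.2% among 11680 in introns, 83.9% among 4715 in CDS and 44.7% among 12773 in the 10 kb table. Every recovered gene had the right direction. False calls made up 5.91%, 4.79%, 1.27% and 2.44% of the calls in those tables. The ratio model recovered 39.1% among 9053 genes for 10 kb regions, 90.5% among 8540 for introns and 74.7% among 4354 for CDS, with 6.49%, 7.07% and 5.56% false calls, slightly above the nominal rate. The line-by-knockdown model recovered 20.5% among 14436 genes with 2.44% false calls. A gene without a call in the 10 kb table was therefore not read as unchanged.

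The libraries held 3452413 to 12425417 reads over the 4 tables, and 170330 to 728430 reads in the 10 kb table. Replicates of every group differed by more than sampling noise, with a chi-square per degree of freedom from 2.80 to 24.7 between pairs, so none was a copy of another. The alternatives were library sizes summed over the 4 tables with the TMM factors of the 3′ UTR table or with none, median-of-ratios size factors, DESeq2, a filter at 2 CPM in every library, no CPM filter, a 3-group model, the replicate number as a block, and leaving out each library in turn. For shares, the 10 genes with the most reads were left out, or the median share per gene was used. For the lists, fry and camera with an estimated correlation were run. A filter at a mean of 10 reads per library, a term for a split of the libraries found in the 3′ UTR table, and a correction for the GC content of the regions were chosen after seeing the data.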

Results

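To determine how loss of CPSF1 changes the use of poly(A) sites, reads ending in poly(A) tails were counted in 3′ UTRs, introns, CDS and the 10 kb downstream of each gene in LNCaP, LNCaP95 and 22Rv1 cells. Each line had 3 CTRL sh, 3 CPSF1 sh1 and 3 CPSF1 sh2 libraries. LNCaP libraries held 3856706 to 11239076 reads over the 4 tables, LNCaP95 libraries 5431900 to 9100287, and 22Rv1 libraries 3452413 to 12425417. The 10 kb tables were the shallowest, with 285311 to 683045 reads per library in LNCaP, 266208 to 507194 in LNCaP95 and 170330 to 728430 in 22Rv1.

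The targeted gene was examined first. CPSF1 lies on the minus strand of chromosome 8, and its counted 3′ UTR region spans 145618150 to 145618532 (hg19). In LNCaP cells the region had 142.5 ± 22.9 CPM with CTRL sh, 59.8 ± 7.85 with CPSF1 sh1 and 66.3 ± 22.5 with CPSF1 sh2 (SD, n = 3 each). In LNCaP95 cells the values were 99.4 ± 24.8, 43.3 ± 9.37 and 53.2 ± 11.9 CPM, and in 22Rv1 cells 159.4 ± 36.3, 101.4 ± 11.8 and 89.3 ± 4.46 CPM. The log2 fold change of knockdown over control was -1.19 in LNCaP (SE 0.168, edgeR adjusted p = 8.3e-05), -1.05 in LNCaP95 (SE 0.182, adjusted p = 3.0e-04) and -0.73 in 22Rv1 (SE 0.143, adjusted p = 0.0165). All 6 knockdown libraries lay below all 3 controls in each line. The 22Rv1 call was the least secure. With CPSF1 sh1 alone its log2 fold change was -0.63 (edgeR adjusted p = 0.396), against -0.82 with CPSF1 sh2 (adjusted p = 0.0277). The CPSF1 sh1 fit called only 2 higher genes and 1 lower in the 3′ UTR table of 22Rv1, so not passing there says little. The 22Rv1 call with both shRNAs passed the threshold in only 6 of the 9 fits that each left out 1 library.

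Whether knockdown moved reads between regions was assessed from the share of all counted reads in each region. In LNCaP, 4.88% ± 0.0930 of reads (SD, n = 3) fell in the 10 kb regions with CTRL sh and 6.28% ± 0.666 (n = 6) after knockdown, a difference of 1.39 percentage points (two-sided exact permutation p = 0.0238). In LNCaP95 the share was 3.62% ± 0.135 in controls and 6.01% ± 0.719 after knockdown, a difference of 2.39 points (exact permutation p = 0.0119), and in 22Rv1 it was 4.66% ± 0.246 and 5.87% ± 0.344, a difference of 1.2 points (exact permutation p = 0.0119). The last p is the smallest that 84 splits allow. All 6 knockdown libraries exceeded all 3 controls in each line. After Benjamini-Hochberg adjustment over the 12 tests the values were 0.0952, 0.0714 and 0.0714, so no share passed the 0.05 threshold. LNCaP95 and 22Rv1, both at the smallest p of this test, reached only 0.0714, so not passing is no evidence of unchanged shares. The unadjusted LNCaP p moved with the measure (exact permutation). It was 0.0119 for the log2 change and 0.0741 with the replicate number as a block. For the other 9 tests the unadjusted exact permutation p ranged from 0.0952 to 1. The alternative that moved the differences most was the median share per gene in place of the share of all reads, which gave 0.638, 1.38 and 0.839 points in LNCaP, LNCaP95 and 22Rv1. Between lines, the log2 effect on the 10 kb share was 0.36 in LNCaP, 0.72 in LNCaP95 and 0.33 in 22Rv1. The difference between LNCaP95 and 22Rv1 had an exact permutation p of 0.00425 over 7056 arrangements, which became 0.0510 after adjustment over 12 comparisons and did not pass.

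**Figure D1:**
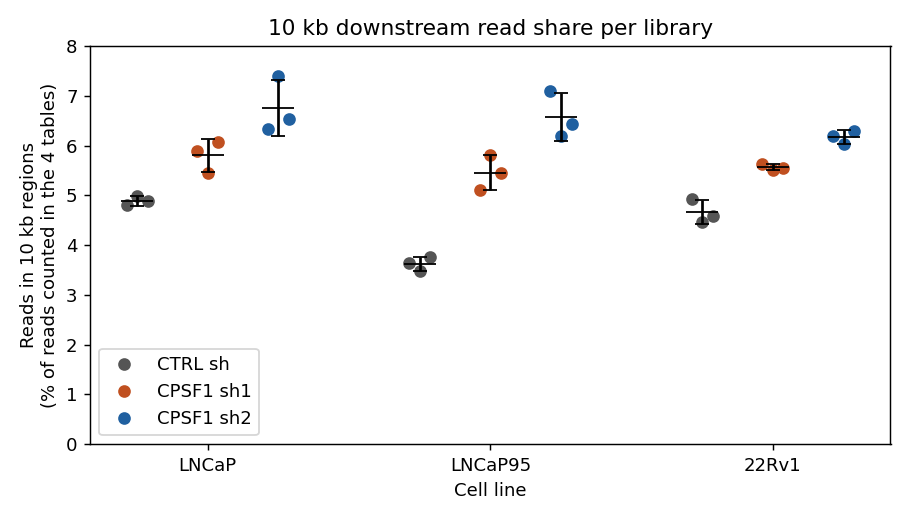
Percentage of the reads counted in the 4 tables that fell in the 10 kb downstream regions, for each library (points) of the CTRL sh, CPSF1 sh1 and CPSF1 sh2 groups in the 3 cell lines on the horizontal axis, with the mean and SD (n = 3) as bars. In LNCaP95 the control mean is 3.62%, the CPSF1 sh1 mean 5.45% and the CPSF1 sh2 mean 6.57%.

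Genes with changed usage were then counted in each table, with every table scaled to its own total. In the 3′ UTR table, edgeR called 908 genes higher and 1111 lower of 11021 tested in LNCaP, 1719 higher and 1715 lower of 11277 in LNCaP95, and 78 higher and 91 lower of 11501 in 22Rv1. Introns had 1033 higher and 668 lower in LNCaP, 1624 and 1351 in LNCaP95, and 323 and 215 in 22Rv1. CDS had the fewest genes tested, with 186 higher and 162 lower of 4900 in LNCaP, 369 and 245 of 4912 in LNCaP95, and 28 and 22 of 4940 in 22Rv1. In the 10 kb table, 1280 genes were higher and 699 lower of 13441 in LNCaP, 2606 and 1493 of 14789 in LNCaP95, and 1042 and 398 of 14372 in 22Rv1, so that 64.7%, 63.6% and 72.4% of the calls were higher. As a percentage of the genes tested, calls in the 10 kb table were 14.7% in LNCaP, 27.7% in LNCaP95 and 10.0% in 22Rv1, against 18.3%, 30.5% and 1.47% in the 3′ UTR table.

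The balance of higher and lower calls in the 10 kb table depended on the scaling and the filter. With library sizes summed over the 4 tables and the TMM factors of the 3′ UTR table, 2134 genes were higher and 132 lower in LNCaP, 5456 and 170 in LNCaP95, and 3158 and 40 in 22Rv1, or 94.2%, 97.0% and 98.8% higher. That scaling moved the median 10 kb log2 fold change of all genes tested to 0.59, 1.21 and 0.83, from 0.13, 0.22 and 0.19 when the table was scaled to its own total. Under either scaling a call is a change from 0 on that scale, not from the median. The same library sizes with no TMM factors gave 2805 higher and 106 lower, 5846 and 172, and 3122 and 45. When genes had to exceed 2 CPM in every library, 868 were higher and 815 lower in LNCaP, 1483 and 1520 in LNCaP95, and 580 and 602 in 22Rv1, or 51.6%, 49.4% and 49.1% higher. That filter removes genes whose 10 kb reads were near 0 in controls. A correction for the GC content of the regions, chosen after seeing the data, gave 1136 and 848, 1859 and 1928, and 824 and 657, and DESeq2 gave 783 higher and 559 lower in 22Rv1. In introns the summed library sizes with the 3′ UTR factors gave 467 higher and 1686 lower in LNCaP, the opposite balance to the one above, 1213 and 728 in LNCaP95, and 405 and 10 in 22Rv1. Without TMM factors the intron calls were 698 and 1338, 1572 and 832, and 840 and 25. In CDS the summed sizes gave 55 higher and 114 lower in LNCaP with the 3′ UTR factors and 448 and 186 in LNCaP95 without TMM factors. In 22Rv1 they gave 2 higher and 0 lower with the 3′ UTR factors, with 314 genes at an unadjusted p under 0.05, and 12 and 6 without TMM factors. The LNCaP 3′ UTR calls became 1261 higher and 596 lower without TMM factors.

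**Figure D2:**
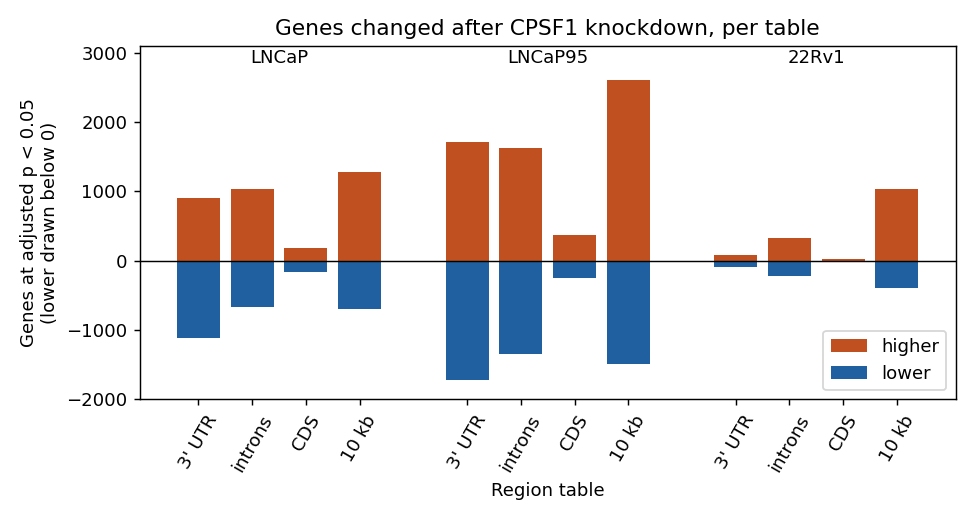
Number of genes per region table with an adjusted p under 0.05 in edgeR (vertical axis), higher after CPSF1 knockdown drawn above 0 and lower drawn below 0, for the 3 cell lines, with each table scaled to its own total. In 22Rv1 the 10 kb table had 1042 higher and 398 lower genes while the 3′ UTR table had 78 and 91.

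The PAC-score compared each region with the 3′ UTR of the same gene. In the 10 kb regions 60.9% of 9375 genes in LNCaP, 63.3% of 10110 in LNCaP95 and 63.2% of 10088 in 22Rv1 had a score above 0, with medians of 0.30, 0.51 and 0.33. The scaling moved these shares most. Summed library sizes with the 3′ UTR factors gave 76.7%, 86.2% and 85.5%. Many scores rested on few reads. A filter at a mean of 10 reads per library, chosen after seeing the data, left 3878, 5270 and 5303 genes. Of these, 57.4%, 59.1% and 55.6% had a score above 0, with medians of 0.17, 0.31 and 0.12. Intron scores were above 0 for 42.2%, 38.6% and 47.4% of genes, with medians of -0.10, -0.18 and -0.02. Under the summed library sizes the LNCaP intron share was 22.1% while the 22Rv1 share rose to 74.4%, so no direction is given for introns in 22Rv1. CDS scores were above 0 for 46.9%, 46.3% and 52.1% of genes, and the side of 50% changed with the scaling in LNCaP95 (51.7%) and with the filter in 22Rv1 (49.7%). Tested gene by gene in edgeR, the ratio of 10 kb to 3′ UTR reads was higher for 787 genes and lower for 183 in LNCaP, higher for 2148 and lower for 684 in LNCaP95, and higher for 667 and lower for 82 in 22Rv1. For introns the ratio was higher for 209 genes and lower for 113 in LNCaP, higher for 477 and lower for 814 in LNCaP95, and higher for 33 and lower for 6 in 22Rv1. With the summed library sizes the LNCaP intron counts turned to 111 higher and 385 lower. For CDS, 1 gene was higher and 5 lower in LNCaP, 12 higher and 24 lower in LNCaP95, and 0 higher and 1 lower in 22Rv1. At an unadjusted p under 0.05 in edgeR, 301, 455 and 236 CDS ratios changed in either direction in the 3 lines.

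To relate downstream usage to transcript level, 10 kb PAC-scores were set against the change in all PAC-seq reads of the gene. Genes with a score above 0 and fewer total reads made up 30.6% of 9319 genes in LNCaP, 34.8% of 10060 in LNCaP95 and 35.4% of 10039 in 22Rv1, where independence of the 2 signs would give 30.1%, 33.6% and 34.3%. The score contains the 3′ UTR change with a negative sign and the total contains it with a positive sign, so these measures share reads. Computed from disjoint libraries the percentages were 31.1%, 36.6% and 36.3%, against 30.5%, 35.1% and 35.7% by independence. With the 10 kb log2 fold change in place of the score they fell to 24.6%, 29.6% and 31.0%, below the 29.8%, 33.6% and 33.8% that independence of those signs would give. The total contains the 10 kb reads with a positive sign, which by construction lowers these percentages, so this comparison decides little.

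Each shRNA was also fitted alone against the controls. In the 10 kb table CPSF1 sh1 gave 988 higher and 536 lower genes in LNCaP, 1630 and 752 in LNCaP95, and 467 and 145 in 22Rv1. CPSF1 sh2 gave 1097 and 679, 2331 and 1301, and 1280 and 319. Of these, 1103, 2142 and 538 genes were called with both shRNAs in the same direction and 0 in opposite directions. Log2 fold changes of the shRNAs correlated across genes with r = 0.772, 0.873 and 0.762. Genes are not independent replicates, and both contrasts share their controls. Simulated unchanged groups against shared controls gave 0.507, 0.523 and 0.559. In the 3′ UTR table of 22Rv1, CPSF1 sh1 alone gave 2 higher genes and 1 lower. That count depended on the model, with 79 higher and 77 lower when the replicate number was a block.

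Across the lines, 436 of the 12321 genes tested in all 3 were higher in the 10 kb region in each. Independent calls would give 20.1, or 46.7 when the expectation was taken within deciles of expression. For lower genes the number was 96 against 17.5 expected within deciles. The change itself differed between lines for 362 genes between LNCaP and LNCaP95, 140 between LNCaP and 22Rv1, and 611 between LNCaP95 and 22Rv1 (line-by-knockdown terms in edgeR, adjusted p under 0.05, 14765 genes). With the summed library sizes and 3′ UTR factors these counts were 692, 66 and 665.

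The study asked whether glycolysis genes were affected. The median 3′ UTR log2 fold change of the 17 glycolysis genes was -0.44 in LNCaP, -0.91 in LNCaP95 and -0.16 in 22Rv1, with 15, 16 and 13 of the 17 below 0 (limma camera, adjusted p = 1.3e-04, 2.2e-08 and 0.0294). None of these passed when camera estimated the correlation between genes (adjusted p = 0.131 each), while all held under fry. Over all genes tested, edgeR called 8, 14 and 2 of the list lower, and 9, 15 and 3 when adjusted over the list alone. In LNCaP 1 gene of the list was called higher by either adjustment. In the 10 kb table the list medians were 0.49, 0.73 and 0.32, with 12, 13 and 11 genes above 0, and the list did not pass (limma camera, adjusted p = 0.170, 0.0523 and 0.458). The LNCaP95 result turned on the setting. It passed with summed library sizes and the 3′ UTR factors (limma camera, adjusted p = 0.00896) and with the replicate block (0.0425). Under fry the list passed in all 3 lines, and with an estimated correlation in none. Called in the 10 kb table were 6 higher and 1 lower in LNCaP, 6 and 2 in LNCaP95, and 4 and 3 in 22Rv1, or 7 and 1, 8 and 2, and 6 and 3 when adjusted over the list alone. The 14 polyadenylation factors, CPSF1 included, did not pass in either table under camera. Their 3′ UTR medians were 0.21, 0.09 and -0.04 (limma camera, adjusted p = 0.339, 0.458 and 0.564), and their 10 kb medians over the 13 genes tested were 0.46, 0.35 and 0.28 (adjusted p = 0.498, 0.357 and 0.564). Of these factors 3 were called higher and 2 lower in LNCaP, 3 and 2 in LNCaP95, and 1 lower in 22Rv1 in the 3′ UTR table, with the same numbers when adjusted over the list alone. For their 10 kb regions, 2, 5 and 1 were called higher by either adjustment, and 1 was called lower in LNCaP when adjusted over the list alone.

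The genes named by the study were examined one by one. In LNCaP95 the 3′ UTR reads of GPI fell from 1315 ± 57.7 CPM with CTRL sh to 532.8 ± 60.9 with CPSF1 sh1 and 436.5 ± 8.39 with CPSF1 sh2 (SD, n = 3 each), a log2 fold change of -1.44 (SE 0.127, edgeR adjusted p = 3.1e-07). In the 10 kb region of GPI, on chromosome 19 between 34893361 and 34903360, reads rose from 86.0 ± 24.3 CPM to 601.9 ± 128.5 and 642.0 ± 112.4, a log2 fold change of 2.86 (SE 0.301, edgeR adjusted p = 3.7e-13). CPM are relative to the reads of that table. The 10 kb change of GPI was 1.33 in LNCaP and 1.22 in 22Rv1, and its 3′ UTR change was -0.77 in LNCaP and -0.11 in 22Rv1 (edgeR adjusted p = 0.704 for the last). PDCD2L is annotated on the same strand in that 10 kb region, and newer models of GPI also reach into it. PGK1 had 3′ UTR changes of -1.19, -1.80 and -0.60 in LNCaP, LNCaP95 and 22Rv1, and its 10 kb region (chromosome X, 77385093 to 77395092) changed by 0.20, 1.58 and -0.74. The 22Rv1 decrease (edgeR adjusted p = 0.0452) passed in only 3 of the 9 fits that each left out 1 library. ALDOA changed by -0.72, -1.59 and -0.16 in the 3′ UTR and by 1.27, 1.45 and 0.70 in the 10 kb region (chromosome 16, 30082078 to 30092077), which holds PPP4C on the same strand. The 22Rv1 values of ALDOA did not pass in either table. PFKM did not pass in the 3′ UTR table, with changes of -0.13, -0.22 and 0.02. Its 10 kb region (chromosome 12, 48540487 to 48550486), which holds an annotated lncRNA on the same strand, changed by 0.70, 0.59 and 0.32 and passed in LNCaP only (edgeR adjusted p = 0.0271). That call was lost in 5 of the 9 fits that each left out 1 library. The difference in the PFKM change between lines was tested and did not pass.

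**Figure D3:**
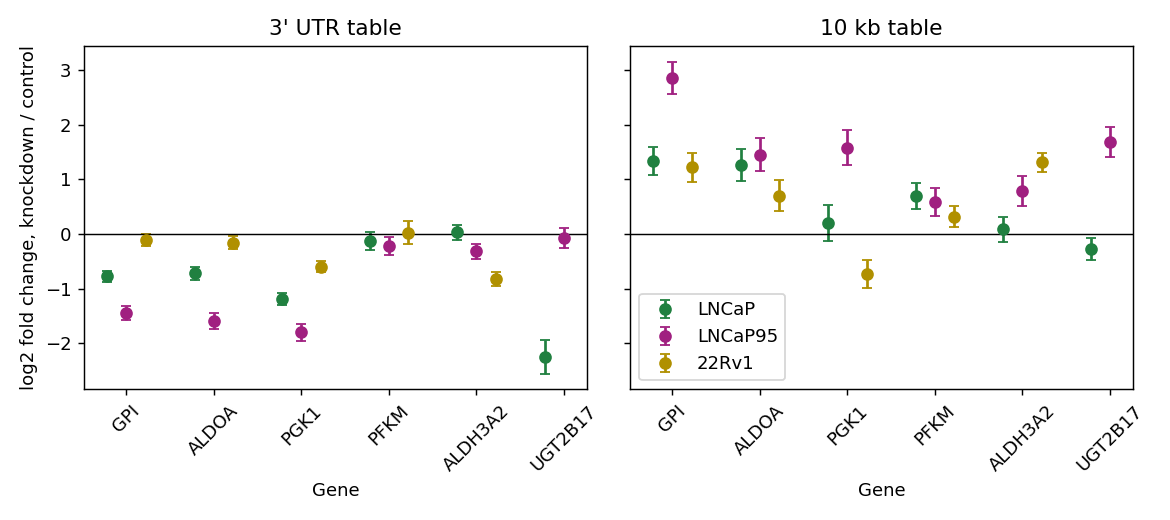
Log2 fold change of knockdown over control (vertical axis, points) with its SE (bars) for 6 genes named by the study in the 3′ UTR table (left) and the 10 kb table (right), for the 3 cell lines and 9 libraries per line, with UGT2B17 in 22Rv1 left out because its 3′ UTR was not tested and its 10 kb controls were at the floor. In LNCaP95, GPI lies at -1.44 in the 3′ UTR table and at 2.86 in the 10 kb table.

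ALDH3A2 fell by 0.83 on the log2 scale in the 3′ UTR table in 22Rv1 (SE 0.126, edgeR adjusted p = 0.00311) and rose by 1.31 in its 10 kb region (SE 0.177, adjusted p = 2.0e-09), on chromosome 17 between 19581211 and 19591210, where newer models of ALDH3A2 itself extend. In LNCaP95 its 10 kb change was 0.79 (edgeR adjusted p = 0.0191), lost in 3 of the 9 fits that each left out 1 library, and in LNCaP neither region passed. UGT2B17 fell by 2.25 in the 3′ UTR table in LNCaP (SE 0.304, edgeR adjusted p = 5.5e-05), while its 10 kb region (chromosome 4, 69392603 to 69402602) changed by -0.27 in that line without passing (adjusted p = 0.416). The shRNAs differed there, with a 10 kb change of UGT2B17 of 0.03 for CPSF1 sh1 (edgeR adjusted p = 0.950) and -0.70 for CPSF1 sh2 (adjusted p = 0.0208). The 3′ UTR changes were -1.77 for CPSF1 sh1 and -3.01 for CPSF1 sh2. The 10 kb PAC-score of UGT2B17 in LNCaP was therefore positive with each shRNA and with both together. No test of that score is given here. Under the summed library sizes with the 3′ UTR factors, the 10 kb change in LNCaP was 0.17 (edgeR adjusted p = 0.672). The paper uses this gene in this line as an example of a higher score with lower expression. In LNCaP95 the 10 kb change of UGT2B17 was 1.69 (SE 0.278, edgeR adjusted p = 7.9e-07) with no 3′ UTR change past the threshold (-0.08, adjusted p = 0.771). In 22Rv1 its 3′ UTR was too low to be tested, and the 10 kb controls held 0 to 3 reads against 5 to 17 after knockdown, at least 1.48-fold higher, with 5 of 6 knockdown libraries above all controls. That change did not pass (edgeR adjusted p = 0.123). UGT2B genes are close paralogs, so the division of reads among them is uncertain. The 10 kb region of CPSF1 itself did not pass in any line. With CPSF1 sh1 alone the 22Rv1 calls of GPI in the 10 kb table and of PGK1 and ALDH3A2 in the 3′ UTR table did not pass (edgeR adjusted p = 0.141, 0.176 and 0.158), nor did the LNCaP 10 kb call of PFKM (0.143), while the 22Rv1 10 kb decrease of PGK1 passed with neither shRNA alone (0.0575 and 0.326). With 1 shRNA alone ALDOA passed in the 10 kb table of 22Rv1 (CPSF1 sh2, edgeR adjusted p = 0.0107) and PFKM in that of LNCaP95 (CPSF1 sh1, adjusted p = 0.0281).

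Of the 513 genes that met the rule for naming, 419 were higher and 94 lower. Among them, the highest mean fitted log2 fold changes in the 10 kb table belonged to IGFBP3, SMIM19, ALDH8A1, NDNL2 and HDAC2. This ranking rests on fitted values, whose size is uncertain where controls held 0 reads. NDNL2, for example, was fitted at 6.54 in LNCaP and 6.51 in 22Rv1 over controls with 0 reads. A ranking by the lower bounds given here could name other genes. The rule used the 10 kb table alone. For higher and lower genes, a change in all transcripts of the gene is therefore not told apart from a shift in poly(A) site use. IGFBP3 (chromosome 7, 45941650 to 45951649, minus strand) had 0 to 1 reads in every control library. Its 10 kb reads were at least 5.31-fold higher in LNCaP, 86.0-fold in LNCaP95 and 8.63-fold in 22Rv1. In LNCaP95 the CPSF1 sh1 replicate 2 library held 802 of these reads and the other CPSF1 sh1 libraries held 54 and 63. The 3′ UTR change of IGFBP3 also differed between lines (line-by-knockdown terms in edgeR). It was -2.50 for 22Rv1 minus LNCaP and -2.33 for 22Rv1 minus LNCaP95 (adjusted p = 0.0435 and 0.00955). LNCaP95 minus LNCaP was -0.17 (adjusted p = 0.823). HDAC2 (chromosome 6, 114243893 to 114253892, minus strand) was at least 21.1-fold higher in LNCaP and 27.6-fold in LNCaP95, and its log2 fold change in 22Rv1 was 4.24 (SE 0.428, edgeR adjusted p = 4.6e-15). The 22Rv1 controls held only 1 to 5 of these reads. That value was 3.62 without CTRL sh replicate 3 and 5.47 without CTRL sh replicate 2. ALDH8A1 (chromosome 6, 135228229 to 135238228, minus strand) was at least 7.15-fold, 9.77-fold and 8.0-fold higher. SMIM19 (chromosome 8, 42409903 to 42419902, plus strand) was at least 5.30-fold, 5.55-fold and 2.56-fold higher, with a lincRNA and newer SMIM19 models on its strand in that region. NDNL2 (chromosome 15, 29550054 to 29560053, minus strand) was at least 3.16-fold, 4.40-fold and 1.65-fold higher, also with a newer NDNL2 model in the region. With CPSF1 sh1 alone NDNL2 did not pass in 22Rv1 (edgeR adjusted p = 0.0755).

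The lowest mean changes belonged to AC022400.2, SEC24C, KCNAB3, FAM160A1 and MORN3. Their values are relative to the other 10 kb regions and depend on that scaling. Under library sizes summed over the 4 tables with the 3′ UTR factors, only 132, 170 and 40 genes in all were lower in LNCaP, LNCaP95 and 22Rv1. SEC24C (10 kb region within chromosome 10, 75532799 to 75542081, plus strand) changed by -1.32 in LNCaP, -2.65 in LNCaP95 and -1.10 in 22Rv1 (SE 0.199, 0.234 and 0.237, edgeR adjusted p = 2.9e-08, 7.9e-17 and 3.3e-04). CHCHD1 and newer SEC24C models share its strand there. KCNAB3 (chromosome 17, 7814878 to 7824877, minus strand) changed by -1.28, -2.40 and -1.19, with RNF227 on the same strand in the region. AC022400.2 (chromosome 10, 75521636 to 75531635, minus strand) changed by -1.69, -1.63 and -1.77, FAM160A1 (chromosome 4, 152585084 to 152595083, plus strand) by -1.32, -2.07 and -1.06, and MORN3 (chromosome 12, 122078725 to 122088724, minus strand) by -1.73, -1.49 and -1.03. In these last 3 genes newer models of the same gene extend into the counted region. The 22Rv1 calls of AC022400.2, KCNAB3, FAM160A1 and MORN3 were each lost in 1 to 3 of the 9 fits that left out a library, and with CPSF1 sh1 alone none of the 4 passed in that line (edgeR adjusted p = 0.267, 0.0604, 0.0630 and 0.374).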

Values the study reported

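With an algorithm that compares poly(A) clusters inside annotated 3′ UTRs, the study reported 260 lengthening or shortening events in LNCaP cells, 794 in LNCaP95 cells and 61 in 22Rv1 cells after CPSF1 knockdown.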

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

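Of the tests in this part, those on unequal CPSF1 reduction between lines, on library size and on other genes inside the 10 kb regions were chosen only after the result was seen. Each result here drew attention because the effect of knockdown differed between cell lines in a test of the difference itself, by line-by-knockdown terms in edgeR. With 3 libraries per group, no group was large enough to test single libraries for outlying values.

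In the 10 kb table the knockdown effect differed for 362 genes between LNCaP and LNCaP95, 140 between LNCaP and 22Rv1, and 611 between LNCaP95 and 22Rv1. When knockdown labels were reassigned within lines, 1 of 60 regroupings, the real one, gave as many genes for each of the 3 pairs of lines. The largest other counts were 8, 1 and 3. Such regrouping removes the knockdown effect itself, so it does not test whether an effect of equal size in both lines would give these counts. Unequal library size is argued against as the whole cause, since with every library thinned to 170330 reads in that table the same test over all genes still called 167, 54 and 316 genes. Transcripts of other genes counted inside the 10 kb regions are argued against for the 566 differing genes with no other annotated gene on the strand of the region, which were 5.61% of the 10094 genes tested there. Where another gene was annotated, a larger part differed, 326 of 4671 or 6.98% (Fisher's exact test across genes, p = 0.00139, and genes are not independent replicates), so for those genes this explanation stays open. Unequal reduction of CPSF1 stays open. The CPSF1 3′ UTR change in LNCaP95 minus that in LNCaP was 0.15 on the log2 scale, that in 22Rv1 minus LNCaP 0.48 and that in 22Rv1 minus LNCaP95 0.33. None of the 3 passed (edgeR adjusted p = 0.793, 0.317 and 0.456), and transcript level is not protein level. A difference in poly(A) site use between the lines themselves also stays open and was not tested. Culture medium went with the line for the pairs with LNCaP95, while LNCaP and 22Rv1 shared a medium. Scaling enters the counts as well: with library sizes summed over the 4 tables they became 692, 66 and 665.

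Among the named genes, GPI differed in both tables. Its 10 kb change was larger in LNCaP95 than in LNCaP by 1.55 (SE 0.382, edgeR adjusted p = 0.00839), and the value in 22Rv1 minus that in LNCaP95 was -1.63 (SE 0.394, adjusted p = 0.00481). In the 3′ UTR table the differences for GPI were -0.65 for LNCaP95 minus LNCaP, 1.34 for 22Rv1 minus LNCaP95 and 0.69 for 22Rv1 minus LNCaP (edgeR adjusted p = 0.00299, 1.3e-07 and 0.00401). PDCD2L and newer GPI models lie in the GPI 10 kb region, and reads of either cannot be separated from readthrough in counts per region. The paper addressed this by RT-PCR in LNCaP95. A product from the last GPI exon to the downstream poly(A) site appeared after knockdown and not in controls. For PGK1 the 10 kb value in 22Rv1 minus that in LNCaP95 was -2.31 (SE 0.423, edgeR adjusted p = 7.4e-05), and no other gene is annotated on that strand. Its 3′ UTR differences were -0.59 for LNCaP95 minus LNCaP and 1.21 for 22Rv1 minus LNCaP95 (edgeR adjusted p = 0.0418 and 6.8e-05). ALDOA differed in the 3′ UTR table, by -0.86 for LNCaP95 minus LNCaP and 1.44 for 22Rv1 minus LNCaP95 (edgeR adjusted p = 0.00183 and 2.5e-06). Its 10 kb differences did not pass, with -0.75 for 22Rv1 minus LNCaP95 (SE 0.417, edgeR adjusted p = 0.346). They were not read as equal changes.

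For UGT2B17 the change in LNCaP95 minus that in LNCaP was 1.99 in the 10 kb table (SE 0.340, edgeR adjusted p = 2.7e-05) and 2.18 in the 3′ UTR table (SE 0.400, adjusted p = 4.1e-04). The 3′ UTR difference reflects the fall in LNCaP (-2.25), as the LNCaP95 change was -0.08 and did not pass. ALDH3A2 in 22Rv1 minus LNCaP was 1.26 in the 10 kb table (SE 0.306, edgeR adjusted p = 0.0134) and -0.83 in the 3′ UTR table (SE 0.176, adjusted p = 0.00412), with newer ALDH3A2 models reaching into the 10 kb region. SEC24C fell further in LNCaP95 than in LNCaP in the 10 kb table, by -1.31 (SE 0.307, edgeR adjusted p = 0.00486), and the 22Rv1 value minus that in LNCaP95 was 1.56 (SE 0.322, adjusted p = 5.9e-04). CHCHD1 lies in that region. For these single genes no technical explanation beyond those tested on the whole set was tested, and the cell line remains an open and untested biological explanation.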

How the results depend on the processing

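The filter at a mean of 10 reads per library, the library split term and the GC correction were chosen only after the results were seen. Median-of-ratios size factors and testing without a CPM filter moved no count of calls by over 1.5 times. Unless a reason is given, the cause of a change was not tested.

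Library sizes summed over the 4 tables with the TMM factors of the 3′ UTR table moved the most results. By construction this scaling keeps a rise shared by a whole table, which scaling each table to its own total removes. In LNCaP, LNCaP95 and 22Rv1 the 10 kb calls became 2134, 5456 and 3158 higher and 132, 170 and 40 lower. PAC-scores above 0 rose to 76.7%, 86.2% and 85.5% in the 10 kb regions. The 10 kb ratio to the 3′ UTR was higher for 1445, 4727 and 2548 genes and lower for 54, 140 and 13. Intron calls changed to 467 higher and 1686 lower in LNCaP, to 728 lower in LNCaP95 and to 10 lower in 22Rv1. Intron PAC-scores above 0 fell to 22.1% in LNCaP and reversed to 74.4% in 22Rv1. The intron ratio was higher for 111 genes and lower for 385 in LNCaP, lower for 447 in LNCaP95, and higher for 57 and lower for 1 in 22Rv1. CDS calls were 55 higher in LNCaP and 2 higher and 0 lower in 22Rv1, with 314 CDS genes at an unadjusted p under 0.05 there. CDS PAC-scores above 0 were 30.3% in LNCaP and reversed to 51.7% in LNCaP95, and CDS ratios changed for 1, 17 and 0 genes, with 172 at an unadjusted p under 0.05 in 22Rv1. Genes with a 10 kb score above 0 and fewer total reads were 44.4%, 38.6% and 28.4%. Genes higher in the 10 kb regions of all 3 lines numbered 1230, genes called with both shRNAs 3567 in LNCaP95 and 1335 in 22Rv1 (alone, CPSF1 sh1 gave 1495, 3689 and 1542 higher and 231, 115 and 15 lower 10 kb regions and CPSF1 sh2 2399, 5482 and 2756 higher and 98, 134 and 44 lower), and genes whose 10 kb change differed 692 between LNCaP and LNCaP95 and 66 between LNCaP and 22Rv1. The 10 kb median of the glycolysis list in LNCaP95 became 1.78 and passed (limma camera, adjusted p = 0.00896, with a range of 1.2e-04 to 0.131 over its alternatives). Among values of named genes 9 lost significance and 4 gained it, and the 10 kb changes of CPSF1 in LNCaP95 (0.83) and UGT2B17 in LNCaP (0.17) reversed, neither past the threshold. No count of the 3′ UTR table moved by over 1.5 times.

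The same library sizes with no TMM factors gave 2805, 5846 and 3122 genes higher and 106, 172 and 45 lower in the 10 kb table. They also gave 1338 and 832 introns lower in LNCaP and LNCaP95, 840 higher and 25 lower introns in 22Rv1, 596 lower 3′ UTRs in LNCaP, 44 higher 3′ UTRs in 22Rv1, and 12 higher and 6 lower CDS in 22Rv1.

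Requiring 2 CPM in every library removed genes with few reads in controls. The 10 kb calls fell to 1483 higher in LNCaP95 and 580 higher in 22Rv1 and rose to 602 lower in 22Rv1, and 220 genes were higher in all 3 lines. The 10 kb PAC-scores above 0 were 57.2% in LNCaP, 57.2% in LNCaP95 and 54.1% in 22Rv1, and the CDS scores 40.1% in LNCaP95 and, reversed, 49.7% in 22Rv1. Ratios were higher for 1346 genes in the 10 kb regions of LNCaP95 and lower for 291 in LNCaP and 158 in 22Rv1, with 14 lower for introns in 22Rv1. Higher 3′ UTRs in 22Rv1 numbered 50. A mean of 10 reads per library gave 10 kb scores above 0 of 57.4%, 59.1% and 55.6%, CDS scores of 42.1% in LNCaP95 and 50.2% in 22Rv1, 1677 higher 10 kb genes in LNCaP95, 731 lower in 22Rv1, and lower ratios for 305 genes in LNCaP and 225 in 22Rv1 in the 10 kb regions and for 12 in the introns of 22Rv1. Under the 4 alternatives run for 10 kb PAC-scores, the replicate block included, more than 50% of genes stayed above 0 in each line.

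DESeq2 called 179 higher and 208 lower 3′ UTRs and 46 lower CDS in 22Rv1. The 3-group model called 164 lower 3′ UTRs in 22Rv1, the library split term 273 higher and 354 lower there, and the GC correction 657 lower 10 kb regions in 22Rv1. The percentage of genes with a score above 0 and fewer total reads became 24.6%, 29.6% and 31.0% with the 10 kb fold change in place of the score, and 36.6% in LNCaP95 with disjoint libraries.

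With the median share per gene the CDS share difference in 22Rv1 reversed to 0.129 points (exact permutation p = 0.0119), the intron difference in LNCaP95 reversed to -1.18 (exact permutation p = 0.155), and the intron difference in LNCaP reached -2.13 (exact permutation p = 0.0119). Without the 10 genes with the most reads the LNCaP intron difference was -1.66 (exact permutation p = 0.0357). These p-values are unadjusted. The 10 kb share rose in each line under both of these alternatives.

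For the glycolysis list, camera with an estimated correlation left the 3′ UTR medians of -0.44, -0.91 and -0.16 short of the threshold (limma camera, adjusted p = 0.131 each). The other alternatives passed except for 2 omitted libraries in 22Rv1. Over all alternatives the adjusted p ranged from 7.5e-05 to 0.131 in LNCaP, 1.5e-08 to 0.131 in LNCaP95 and 0.00237 to 0.164 in 22Rv1. Under fry the 10 kb medians of 0.49, 0.73 and 0.32 passed (adjusted p = 0.00525, 1.2e-04 and 1.5e-04), as did the polyadenylation factors list in the 10 kb table at 0.46, 0.35 and 0.28 (adjusted p = 0.0189, 3.6e-04 and 1.5e-04) and in the 3′ UTR table at 0.21 in LNCaP and 0.0917 in LNCaP95 (adjusted p = 0.0158 and 0.0278). None of these 8 passed with an estimated correlation, where adjusted p was 0.131 to 0.569. fry does not compare a list with other genes, which by construction lets a shift of the whole table pass.

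The replicate numbers did not pair the libraries. Correlations of deviations from the group means between same-numbered libraries averaged from -0.0301 to 0.0273 over the tables and lines, and at most 3 of 9 pairs exceeded 0.1. With the replicate number as a block, CDS ratios changed for 2 genes in LNCaP and 22 in LNCaP95, intron ratios were lower for 73 genes in LNCaP, the 10 kb glycolysis median in LNCaP95 was 0.77 and passed (limma camera, adjusted p = 0.0425), and the 10 kb share in LNCaP, still 1.39 points, had an exact permutation p of 0.0741, as permutation was then confined to libraries of 1 number. For single shRNAs in 22Rv1, the block gave 79 higher and 77 lower 3′ UTRs with CPSF1 sh1 in place of 2 and 1, 49 and 57 with CPSF1 sh2 in place of 102 and 139, 33 higher and 18 lower CDS with CPSF1 sh1 in place of 3 and 3, 68 lower introns with CPSF1 sh1 in place of 31, and 162 lower 10 kb regions with CPSF1 sh2 in place of 319. Genes called with both there numbered 60 in place of 3 for 3′ UTRs and 18 in place of 6 for CDS. In LNCaP it gave 228 higher and 315 lower 3′ UTRs with CPSF1 sh2 in place of 485 and 670, and 508 called with both in place of 976. It changed no other call or count by over 1.5 times among 77 other results, and 3 named-gene calls were lost.

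Leaving out each library in turn left every 10 kb share difference above 0. In LNCaP it ranged from 1.17 (without CPSF1 sh2 replicate 2) to 1.56 points (without CPSF1 sh1 replicate 2), and it lost its unadjusted significance without CTRL sh replicate 1 (1.35 points, exact permutation p = 0.0714). The other share differences moved more. For the 3′ UTR in LNCaP the range was -0.27 (without CTRL sh replicate 1) to 2.57, and in 22Rv1 -5.81 (without CTRL sh replicate 1, exact permutation p = 0.0357) to -1.89. For introns it was -3.10 to -1.16 in LNCaP, where -3.07 passed without CPSF1 sh2 replicate 3 (exact permutation p = 0.0179), -0.563 (without CPSF1 sh2 replicate 1) to 1.04 in LNCaP95, where it turned negative in 4 fits, and 1.39 to 3.95 in 22Rv1 (without CTRL sh replicate 1, exact permutation p = 0.0357). For CDS it was -0.914 to 0.0885 in LNCaP (above 0 without CTRL sh replicate 1 or 3) and -1.31 to 0.519 in 22Rv1 (above 0 without CTRL sh replicate 1).

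The CPSF1 3′ UTR change in 22Rv1 ranged from -0.84 (without CTRL sh replicate 2) to -0.54 (without CTRL sh replicate 1) and was not called without CPSF1 sh2 replicate 2, CPSF1 sh2 replicate 3 or CTRL sh replicate 3 (edgeR adjusted p = 0.0511, 0.0515 and 0.0545). The 3′ UTR median of the glycolysis list in 22Rv1 ranged from -0.19 to -0.0380 and was not called without CPSF1 sh2 replicate 2 or CTRL sh replicate 1 (limma camera, adjusted p = 0.0533 and 0.164). Its 10 kb median in LNCaP95 ranged from 0.60 to 1.04 and was called without CPSF1 sh2 replicate 3 or CTRL sh replicate 2 (limma camera, adjusted p = 0.0375 and 0.0227). The polyadenylation factors list in the 3′ UTR table of 22Rv1 ranged from -0.11 to 0.0417, above 0 without CTRL sh replicate 2.

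Counts of calls moved with single libraries, most of all with the controls, of which each line had 3. In 22Rv1, leaving out CTRL sh replicate 3 gave the fewest calls and leaving out CTRL sh replicate 1 the most for 3′ UTRs (27 to 167 higher, 25 to 212 lower), lower introns (92 to 330), lower 10 kb regions (201 to 524), lower 10 kb ratios (27 to 156) and higher intron ratios (11 to 56). CTRL sh replicate 3 against CPSF1 sh1 replicate 1 bounded higher introns (170 to 390), CDS (8 to 28 higher, 9 to 28 lower), higher 10 kb regions (598 to 1123) and higher 10 kb ratios (296 to 746). Lower intron ratios numbered 1 without CTRL sh replicate 2 and 35 without CTRL sh replicate 1, and CDS ratios 0 without CTRL sh replicate 1, with 316 at an unadjusted p under 0.05, and 4 without CPSF1 sh1 replicate 1. Genes called with both shRNAs numbered 265 without CPSF1 sh1 replicate 3 and 795 without CTRL sh replicate 1. PAC-scores above 0 in 22Rv1 ranged from 62.0% to 64.7% in 10 kb regions, 51.9% to 55.2% in CDS and 46.6% to 50.4% in introns, the last reversed without CTRL sh replicate 1, and genes with a score above 0 and fewer total reads from 33.8% to 36.2%.

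In LNCaP, leaving out CTRL sh replicate 1 gave the fewest and CPSF1 sh2 replicate 2 the most for 3′ UTRs (493 to 1232 higher, 650 to 1371 lower) and higher CDS (81 to 212). CTRL sh replicate 2 gave the fewest lower introns (348 to 758), lower 10 kb regions (439 to 828), 10 kb ratios (446 to 831 higher, 84 to 224 lower), intron ratios (120 to 246 higher, 23 to 167 lower) and CDS ratios (1 to 6), and CTRL sh replicate 3 the fewest lower CDS (87 to 165). The 10 kb PAC-scores above 0 ranged from 58.5% to 61.5%, and genes with a score above 0 and fewer total reads from 29.3% to 32.2%. In LNCaP95, CTRL sh replicate 1 gave the fewest higher 3′ UTRs (1115 to 1789), lower introns (897 to 1414), CDS (229 to 419 higher, 160 to 322 lower) and intron ratios (310 to 472 higher, 406 to 820 lower). CDS ratios ranged from 8 without CTRL sh replicate 3 to 32 without CTRL sh replicate 2, genes called with both shRNAs from 731 without CPSF1 sh1 replicate 1 to 1910 without CPSF1 sh2 replicate 1, and CDS PAC-scores above 0 from 43.1% to 47.4%. Genes higher in the 10 kb regions of all 3 lines numbered 267 when CTRL sh replicate 3 was left out of each line and 447 without CPSF1 sh1 replicate 1. For shRNAs fitted alone in the 10 kb table, CPSF1 sh1 gave 568 higher and 166 lower in LNCaP95 without its replicate 1, and in 22Rv1 235 higher and 38 lower without its replicate 3 and 381 lower without CTRL sh replicate 1. CPSF1 sh2 gave 448 lower in LNCaP without CTRL sh replicate 2, 1456 higher and 675 lower in LNCaP95 without its replicate 2, and in 22Rv1 791 higher without its replicate 1, 124 lower without its replicate 3 and 631 lower without CTRL sh replicate 1. Fewer libraries lower the power of each fit by construction, and the cause of the rises was not tested.

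Named genes gave 921 values under another setting or with a library left out, of which 859 kept their direction and side of the threshold, 42 lost significance, 6 gained it and 14 reversed. With a library left out, PFKM in the 3′ UTR table of 22Rv1 ranged from -0.21 (without CTRL sh replicate 1) to 0.35, UGT2B17 in the 3′ UTR table of LNCaP95 from -0.20 to 0.10 (without CTRL sh replicate 2), ALDH3A2 in LNCaP from -0.0406 (without CTRL sh replicate 3) to 0.14 in the 3′ UTR table and from -0.0283 (without CPSF1 sh2 replicate 3) to 0.18 in the 10 kb table, and CPSF1 in the 10 kb table of LNCaP95 from -0.34 to 0.16 (without CTRL sh replicate 3). Depth limits the 10 kb table most. Its libraries held 170330 to 728430 reads, and 44.7% of 4-fold changes simulated from the LNCaP libraries were recovered there. Where every control held at most 3 reads only a lower bound of the fold could be given.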

Other observations

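Of the tests in this part, those on evenly spread background, on the genes with the most reads, on library size for the 10 kb share and on the difference between the shRNAs were chosen only after the result was seen. So were the tests of GC content, region length, depth and a split term for other splits of the 3′ UTR table.

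The higher 10 kb share after knockdown was weighed against technical explanations in each line. If background reads from DNA or other untranscribed sequence were the cause, regions behind silent genes would rise as much as regions behind expressed genes. They rose less: the log2 change of silent genes minus that of expressed genes was -0.67 in LNCaP and -0.77 in LNCaP95 (exact permutation p = 0.0119 each over 84 splits), which argues against background as the whole cause there. Silent genes still rose by 0.18 in LNCaP (exact permutation p = 0.0952) and 0.46 in LNCaP95 (exact permutation p = 0.0119). In 22Rv1 they rose by 0.36 (exact permutation p = 0.0238), against 0.66 for expressed genes. Some of the gain may therefore be background. The change of silent genes minus that of expressed genes in 22Rv1 was -0.30 (exact permutation p = 0.0595), which does not decide. Background spread evenly would also add the same reads to each length of region. Per Mb of region, silent genes gained 5.23, 11.9 and 11.2 CPM of all counted reads in LNCaP, LNCaP95 and 22Rv1, and the gain in expressed genes was larger by 130.4, 188.1 and 94.5 (exact permutation p = 0.0119 each), which argues against evenly spread background as the whole cause in all 3 lines. Transcripts of other genes are argued against as the whole cause, since regions with no other annotated gene on the strand rose by 0.80, 1.17 and 0.64. A few genes with most of the reads are argued against too. Without the 10 genes with the most reads the share still rose by 1.31, 2.54 and 1.44 points. Library size moved in opposite directions across the lines, with knockdown libraries 1.67 times as deep as controls in 22Rv1 and 0.882 and 0.875 times as deep in LNCaP and LNCaP95, while the share rose in all 3. One open reading is a hypothesis that reduced CPSF1 lets transcription or cleavage proceed past annotated ends. Internal priming at A-rich sequence in longer transcripts would look the same in these counts and was not tested. Outside these counts, the paper labeled newly made RNA in LNCaP95 and found longer 3′ ends of GPI, ALDOA, PGK1 and PFKM after knockdown. It proposes readthrough for these genes and leaves it as a possibility for others.

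Genes lower in the 10 kb table often had another gene in the counted region. Another annotated gene lay on the same strand for 53.9%, 54.5% and 51.8% of the lower genes in LNCaP, LNCaP95 and 22Rv1, against 26.0%, 22.8% and 24.2% of the higher genes. Among genes not called the values were 31.83%, 30.45% and 31.6%. Newer models of the same gene also reached into the region more often for lower genes, at 35.19%, 31.88% and 43.97%. For higher genes this held for 22.66%, 18.65% and 17.95%. Lower calls may therefore partly report a neighbouring gene, or newer models of the named gene itself. The caution on neighbouring genes applies to SEC24C and KCNAB3.

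CPSF1 sh2 gave a larger 10 kb share than CPSF1 sh1 in every line, by 0.951 points in LNCaP, 1.12 in LNCaP95 and 0.605 in 22Rv1. An exact permutation test stratified by line gave p = 2.5e-04 over 8000 arrangements, the smallest p this test can give, which argues against chance. Unequal reduction of CPSF1 stays open: the CPSF1 3′ UTR level with sh2 minus sh1 averaged 0.0738 on the log2 scale over the lines (exact permutation p = 0.591), and protein was not measured in these tables. The lines went both ways, with 0.11 in LNCaP, 0.30 in LNCaP95 and -0.18 in 22Rv1. Only in 22Rv1 did the shRNA with the larger share leave fewer CPSF1 reads. Off-target effects of either shRNA were not tested.

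Other ways to split the 9 libraries of a line into 3 and 6 show how often a regrouping gives as much. Some regroupings keep 2 of the 3 controls together and so hold part of the knockdown effect. For the numbers of genes called in the 3′ UTR, intron, CDS and 10 kb tables, 1 of 84 splits, the real one, gave as many in each line, except in the 3′ UTR table of 22Rv1, where 2 of 84 did. For the ratio to the 3′ UTR it was again 1 of 84 for 10 kb regions and introns in each line and for CDS in LNCaP and LNCaP95, whereas 7 of 84 splits gave as many CDS ratios as the single gene of 22Rv1. For the share of PAC-scores above 0, measured by its distance from 50%, 1 of 84 splits reached the 10 kb value in each line. Other splits came close, however, at 9.94, 11.4 and 11.4 points against 10.9, 13.3 and 13.2 for the real split. Whether these splits held part of the knockdown effect was not examined. The comparison therefore does not decide how much weight a share of that size carries. Intron scores were matched by 1 split in LNCaP, 1 in LNCaP95 and 26 in 22Rv1, and CDS scores by 35, 17 and 36 of 84. The percentage of genes with a 10 kb score above 0 and fewer total reads was reached by 10 of 84 splits in LNCaP, 4 in LNCaP95 and 1 in 22Rv1.

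Of 100 combinations of splits drawn over the 3 lines, 1, the real one, gave 436 or more genes higher in all lines, and the largest other count was 0. For each shRNA alone in each line, 1 of the 10 splits of 6 libraries gave as many 10 kb calls. With 10 splits the share of splits is never under 0.1, so these counts decide little. For the glycolysis list in the 3′ UTR table, 1 of 84 splits reached the camera result in each line, and for the 10 kb regions 13, 2 and 3 did in LNCaP, LNCaP95 and 22Rv1. In the 3′ UTR table of LNCaP and 22Rv1 other splits came close, at 4.44 and 2.11 against 4.67 and 2.13 in units of -log10 p. The polyadenylation list was matched by 13, 33 and 44 of 84 splits in the 3′ UTR table and by 28, 22 and 29 in the 10 kb table.

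Splits of the 3′ UTR table other than the real one also gave many calls. In 22Rv1, setting CTRL sh replicate 1, CPSF1 sh1 replicate 1 and CPSF1 sh1 replicate 3 against the other 6 libraries gave 901 genes, more than the 169 of the real split, with 0 genes in common. In LNCaP, CPSF1 sh1 replicates 1 and 2 and CPSF1 sh2 replicate 1 gave 883 genes against 2019. Those are all knockdown libraries, so this split is not free of knockdown, and 308 of its calls were also calls of the real split. GC content may account for much of this. Its correction left 323 calls of that split in 22Rv1 and 256 in LNCaP, and the log2 fold change of the split ran with GC content across genes (Spearman rho -0.43 and 0.49). Correction for region length left 905 and 879 calls, which argues against length. Depth is argued against, since the deepest of the 3 libraries had 12425417 reads in 22Rv1 and 7944560 in LNCaP, and neither set lay apart from the others in depth. With that split as a term in the model, the knockdown contrast gave 273 higher and 354 lower genes in 22Rv1 and kept all 169 of the original calls, and CPSF1 there had a log2 fold change of -0.72 (SE 0.104, edgeR adjusted p = 1.0e-04). In LNCaP it gave 1037 higher and 1077 lower and kept 1533 of the 2019 calls. The low number of 3′ UTR calls in 22Rv1 may therefore reflect variation between libraries as well as a small effect. The labels give no batch for these libraries, and no biological explanation was tested.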
